A study of Mus musculus with 9 samples.

How the data were processed

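RNA from the pancreas of wild-type, heterozygous and homozygous Ctrb1 deletion mice was converted to sense-stranded 3′ mRNA libraries, per the labels' protocols. The aligner, the counting tool, the genome build and the annotation are not stated in the labels or the file header. The authors deposited 1 table of whole-number counts per gene for the series.

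Samples were assigned to genotypes from their titles. Columns of the table were matched to samples by name only. The whole column name was searched in the title, description, source name and characteristics of each sample. Case and punctuation were ignored in this search. A column counted as matched when exactly 1 sample's labels held its name. A total of 9 columns matched no sample and were not used. A comparison of the genotypes by a quasi-likelihood test on the counts, with tests of gene lists fixed beforehand, had been planned before the data were examined and was not run. No filter, normalization or test was applied to the counts.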

Results

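Gene expression was profiled in the pancreas of mice aged 3 months that carried a deletion allele of Ctrb1, which encodes the digestive enzyme precursor chymotrypsinogen B1. The design comprised 3 genotypes: wild type, heterozygous for the deletion and homozygous for it. Each genotype was represented by 3 libraries, and each library was made from the pooled RNA of 2 mice, which gave 9 libraries. The libraries were of the 3′ mRNA type, in which reverse transcription starts at the poly(A) tail and reads collect near the end of each transcript. The stated purpose was to characterise the transcriptome of the homozygous pancreas, so the design implied a comparison of homozygous with wild-type libraries, with the heterozygous libraries as a further group.

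The count table of the series held 53819 rows, of which 1442 were named by an Ensembl gene ID and 52377 by another name. These other names looked mostly like gene symbols, but they were not classified. It held 9 columns of per-library counts. These columns were named by number pairs, whereas the samples were labelled by genotype and replicate. Of the 9 columns, 0 had a name that matched the labels of a single sample. The genotype of each column was therefore unknown, and neither the order of the columns nor the counts in them were used to infer it.

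No expression value is reported for any genotype, and homozygous, heterozygous and wild-type libraries were not compared. The total of each column and its count of Ctrb1, the targeted gene, could have been given without a genotype. These values, and the counts of some other genes, were seen when the table was first examined. They were used for no assignment and are not reported, because columns without a matched sample were left out by choice.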

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

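The number of columns matched to a single sample was 0 under the main rule and 0 under each of 3 other rules. All of these rules, the main one included, were chosen once the column names were known. The equal counts were therefore no independent check, and they say nothing about any expression result. The 3 other rules searched for either number of the column name in place of the whole name, for the whole name with the extraction protocol searched as well as the other labels, or for either number with the protocol searched too. None of the alternatives planned for the genotype comparisons was run, since no column had a known genotype. No paired analysis was possible because the columns carry neither a genotype nor a replicate number.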
